A study of Homo sapiens with 10 samples. Its data were reported in "Mulcom: a multiple comparison statistical test for microarray data in Bioconductor" (2011).

How the data were processed

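Total RNA of MDA-MB-435 cells had been hybridised to 10 Illumina Human-8 V1 BeadChip arrays, 2 for each of 5 groups, which were untreated cells, cells treated with hepatocyte growth factor (HGF) for 1 h, 6 h or 24 h, and cells transduced with integrin beta-4 (ITGB4). Groups and replicate numbers were taken from the sample labels. The series design text calls the 2 samples of each group biological duplicates.

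The authors deposited 1 scanner table per array, in which the intensity of a probe is the mean brightness of its beads on a linear scale, written by BeadStudio 1.5.1.3 according to the submitters' processing notes. These deposited intensities were neither background subtracted nor normalised between arrays, since every value was above 0 and the array medians ran from 74.9 to 96.9. The deposited tables also give a detection score from 0 to 1, which rises with the distance from the negative control probes, and, as a column of another kind, the number of beads behind each intensity. A deposited value table of the whole series holds intensities that the authors background subtracted and normalised by the rank-invariant method. In 9 of its 10 columns the values were a straight line of the scanner intensities of the same sample within rounding. The column of ITGB4 replicate 2 was not, with a largest residual of 7751 and a Spearman correlation of 0.968 across probes with its own scanner table. The scanner tables were therefore used for every main value, and the value table as an alternative. The files do not show which of the 2 versions of ITGB4 replicate 2 belongs to that sample, and the main ITGB4 values rest on the scanner version.

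The tables hold 24136 probes. The 22 control probes and 9 probes that lacked an intensity on at least 1 array were set aside, which left 24105. Intensities were quantile normalised between arrays and brought to the log2 scale with no floor and no offset. A probe was kept if its detection score was 0.99 or more on at least 1 of the 10 arrays, the study's own filter, and 14018 probes (58.2%) were kept. Of these, 11466 carried a gene symbol and stood for 10601 genes, 720 of them with several probes. Current symbols were taken from a gene table by the Entrez number or older symbol in the files. The normalised signal at the detection limit was 89.6, the median over the arrays of the lowest detected signal. Genome positions and gene lengths were not used here, because the files state no genome build. An early look had shown a trend of the 1 h changes with gene length, which was not tested. The number of arrays limits the precision, with 5 residual degrees of freedom for the spread and a further 8.16 from the prior.

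Each probe was tested with limma 3.58.1 in R 4.3.3, in 1 fit of the 5 group means over all 10 arrays, with a moderated two-sided test of 4 contrasts with untreated cells and 3 between HGF times. A probe was called at a Benjamini-Hochberg adjusted p under 0.05 over the kept probes of a contrast. Log2 differences are given with the standard error of the fit, levels with the standard deviation over 2 arrays. Of the 14018 probes, 701 would be expected at an unadjusted p under 0.05 if none differed. Since the same 2 untreated arrays stand in 4 contrasts and cannot be split, the correlation and covariance of differences between times were set beside 100 simulations of unchanged groups.

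The 22 gene lists were immediate early genes, ERK pathway feedback and output, motility and matrix proteolysis, G1/S and DNA replication, G2/M and mitosis, apoptosis regulators, NF-kB target cytokines and regulators, hypoxia and glycolysis, p53 targets, cholesterol and fatty acid synthesis, unfolded protein and amino acid stress response, interferon response, TGF-beta and BMP targets, hemidesmosome and laminin-binding integrins, melanocyte lineage, epithelial markers, fibroblast and stromal markers, immune cell markers, ribosomal proteins, oxidative phosphorylation, heat shock and chaperones, and ribosome biogenesis and MYC targets. Each gene was represented by its brightest kept probe. Lists were compared with all other genes by camera in limma, with a preset inter-gene correlation of 0.01 and also with an estimated correlation, and p-values were adjusted over the 22 lists of a contrast. List members were counted as called over all probes and as called when adjusted over the list alone.

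The genes named were set by a rule. For each contrast with untreated cells it took the 8 largest rises and 8 largest falls among called probes with a symbol, with both treated arrays on the same side of both untreated arrays and detection in both groups. To these it added up to 3 called members of each list, up to 3 called genes detected in only 1 of the groups by the lower bound of their fold, and ITGB4, MET and HGF whatever their values. For contrasts between times it took the 4 largest rises and 4 largest falls. Of the falls at 6 h, 1 is not reported here. The contrasts, tests, lists, this rule and all but 1 of the other settings below were fixed before the data were examined. Any other gene named was chosen after its values were seen, including those at 1 h and 24 h that passed the test over their list alone.

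The other settings were median centring of each array, background correction by normexp with an offset of 16, floors at 44.8 and 179 (0.5 and 2 times the detection limit), a log with an added offset of 50 above the lowest signal, no filter, detection on both arrays of a group, the replicate number as a block, only the 4 arrays compared, a prior variance with a trend, an ordinary pooled-variance test, the Mulcom test of the study, the series value table, the mean of all probes of a gene, an estimated inter-gene correlation, and leaving out each array in turn. Mulcom was rewritten here with 100 permutations and a false discovery rate under 5%, with its threshold searched from 0.5 to 8 and its minimal difference from 0 to 1. A block for the array background was added after the data had been seen. The undetected probes of 4 arrays (replicate 1 of the untreated, HGF 1 h, HGF 6 h and HGF 24 h groups) lay at the bottom of the detection score, with a 25th percentile of 0.00814 to 0.0225, against 0.249 to 0.388 on the other 6. These are called the low-score and high-score arrays.

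The fit and the Mulcom routine were tested on simulated data with the spread of these arrays at 6 h. The fit recovered 4.48%, 56.7% and 97% of the planted differences of log2 0.5, 1 and 2, and called 6 unchanged probes. Mulcom called 125 probes, of which 115 were planted. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.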

Results

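RNA levels were measured in MDA-MB-435 cells, a human melanoma line, on 10 bead arrays. The cells were untreated, treated for 1 h, 6 h or 24 h with HGF, the growth factor that activates the MET receptor and drives motility and proliferation, or transduced with ITGB4, the integrin chain of hemidesmosomes, with 2 arrays in each of the 5 groups. Between 10226 probes (42.4%, ITGB4 replicate 1) and 11899 probes (49.4%, HGF 1 h replicate 1) were detected per array, with a median of 26 to 32 beads behind a probe. MET, the HGF receptor, was close to the detection limit, with signals of 83.1 to 124.2 and detection on 6 of 10 arrays. HGF itself was detected on 0 of 10 arrays, with signals of 46.5 to 68.7. The correlation between the 2 replicates across probes, which are not independent of each other, was lowest for HGF 24 h (0.976) and highest for ITGB4 (0.989). Only the HGF 6 h arrays and HGF 1 h replicate 1 correlated best with their own replicate. Untreated replicate 1 was closest to HGF 24 h replicate 1 (0.99) and untreated replicate 2 to ITGB4 replicate 2 (0.993). The first 2 principal components held 35.1% and 25.4% of the variance. On 4 arrays, replicate 1 of the untreated group and of each HGF group, the undetected probes lay at the bottom of the detection score (25th percentile 0.00814 to 0.0225, against 0.249 to 0.388 on the other 6), and results are also given within these low-score and high-score arrays, a split made after the data were seen. The labels give only the treatment and the replicate number, and the series design text calls the 2 samples of a group biological duplicates. The p-values rest on a spread pooled over all 5 groups and moderated by the prior. This spread includes the difference between low-score and high-score arrays.

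In the cells transduced with ITGB4, the transduced gene was the only one called. Smaller changes could be missed, since the simulation at 6 h recovered 4.48% and 56.7% of planted differences of log2 0.5 and 1. The 2 neo control probes, set aside from this test, were also lower on these arrays (log2 -2 and -1.62 against untreated). ITGB4 rose by log2 6.56 ± 0.17 (SE, n = 2 arrays per group, adjusted p = 8.6e-11), from a background level of 5.95 ± 0.02 to 12.51 ± 0.31 (log2 signal, SD, n = 2). Its probe (GI_21361206-S) read 6528.1 and 4700.9 on the ITGB4 arrays and 51.1 to 68.1 on the other 8, where it was not detected, so the rise was at least 64.5-fold. Against the high-score untreated array alone the difference was 6.55. MET did not pass the test in ITGB4 cells (0.06 ± 0.19, adjusted p = 1). ITGB4 was the single called probe of 14018. An unadjusted p under 0.05 was found for 117, against 701 expected if none differed, and for 483 with the array background as a block. The test was thus strict in this contrast, and the share of changes missed may be larger than in the simulation, which was of the 6 h comparison. Leaving out ITGB4 replicate 2 gave 2 called probes and added PPP2R3A (-1.84, adjusted p = 0.046), a regulatory subunit of protein phosphatase 2A, named after its values were seen.

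**Figure D1:**
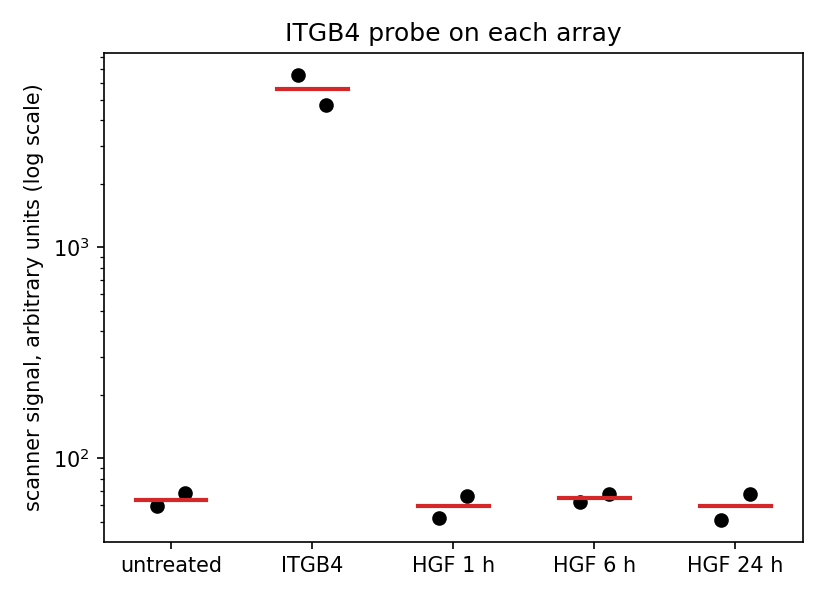
Scanner signal of the ITGB4 probe (arbitrary units, log axis) on each array, with groups along the horizontal axis, points for the 2 arrays of a group and red lines for their mean. The ITGB4 arrays sit at 6528.1 and 4700.9, and the other 8 arrays between 51.1 and 68.1.

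The partners of ITGB4 moved little. Of 15 measured genes of the hemidesmosome and laminin-binding integrin list, ITGB4 rose and the other 14 did not pass the test, among them PLEC, the plectin linker of hemidesmosomes (0.42, adjusted p = 1), and LAMB3, a laminin chain (0.21, adjusted p = 1), both named after their values were seen. The list was shifted upward (median 0.12, adjusted p = 4.6e-06), with an adjusted p = 0.067 with an estimated correlation. Without ITGB4 the remaining 14 genes had a median of 0.11, 11 of them above 0 (adjusted p = 0.048, adjusted p = 0.63 with an estimated correlation, and adjusted p = 0.017 with the array background as a block). The G1/S and DNA replication list, which holds replication factors such as the MCM proteins, was shifted upward with 34 of 37 genes above 0 and 0 called (median 0.19, adjusted p = 4.4e-06, and adjusted p = 0.81 with an estimated correlation). This shift was not seen within the high-score arrays, where the median was -0.02, nor with the array background as a block (adjusted p = 0.72), nor without untreated replicate 1 (-0.02, adjusted p = 0.98). The cholesterol and fatty acid synthesis list was shifted upward with 0 of 26 genes called (median 0.07, adjusted p = 0.029, and adjusted p = 0.63 with an estimated correlation). Its block value was adjusted p = 1e-04, and its call ended without untreated replicate 2 (0.03, adjusted p = 0.76) and without ITGB4 replicate 1 (0.07, adjusted p = 0.38). The G2/M and mitosis list had a median of 0.07 (adjusted p = 0.46, and adjusted p = 0.89 with an estimated correlation), and with the block it was shifted downward (adjusted p = 0.0014), with a median of -0.18 within the high-score arrays. The other 18 lists had adjusted p from 0.05 to 0.9.

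The 6 h comparison asks how the cells had responded to HGF after several hours. The called rises included CXCL8, the neutrophil chemokine interleukin-8 (1.61 ± 0.26, 3.06-fold, adjusted p = 0.014), and CCND1, cyclin D1, which drives entry into the cell cycle (1.3 ± 0.29, adjusted p = 0.039). The largest rise that met the naming rule was that of MAT2A, the enzyme that makes S-adenosylmethionine (1.91 ± 0.28, 3.75-fold, adjusted p = 0.0087). These genes also varied without HGF. CCND1 had a log2 signal of 8.8 and 7.56 on ITGB4 replicates 1 and 2, against 9.1 and 8.96 at 6 h. On the same ITGB4 arrays MAT2A had 8.61 and 7.62 and CXCL8 7.59 and 6.64, and none of these reached the 6 h values. The stress-linked transcription factor ATF5 rose by 1.75 ± 0.18 (adjusted p = 0.0032), the splicing-related protein SFPQ by 1.41 ± 0.29 (adjusted p = 0.030), the TWEAK receptor TNFRSF12A by 1.47 ± 0.19 and the metal-binding protein MT1X by 1.39 ± 0.18 (both adjusted p = 0.0077). TMEM158, a gene induced by RAS signalling, and TM4SF19, a tetraspan membrane protein, rose by 1.5 and 1.36. Among the largest falls were those of CHAC1, which degrades glutathione (-1.55 ± 0.28, adjusted p = 0.019), YPEL5 (-1.40), the cysteine-making enzyme CTH (-1.33), the RAS-family protein DIRAS1 (-1.33), YPEL3 (-1.33), the stress sensor SESN2 (-1.32) and the histone reader PHF21A (-1.28). DIRAS1 lay near the detection limit at 6 h (6.57), with detection on 1 of 2 arrays, so the size of its fall is uncertain. LDB2, SATB1 and PCMTD1 were detected on both untreated arrays and on neither 6 h array, and were at least 2.47-fold, 2.31-fold and 2.06-fold lower. ITGB4 (0.01, adjusted p = 0.99) and MET (0.21 ± 0.19, adjusted p = 0.70) did not pass the test.

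Part of the genes that build ribosomes rose at 6 h. Of 33 measured genes of the ribosome biogenesis and MYC target list, 9 rose, 0 fell and 24 did not pass the test, and 20 were higher adjusted over the list alone. Examples were the nucleolar proteins NOP56 (1.26 ± 0.16, adjusted p = 0.0077), NOP16 (1.14 ± 0.19, adjusted p = 0.014) and PES1 (0.99 ± 0.16, adjusted p = 0.015), all of which work in the maturation of ribosomal RNA. The list median was 0.64 (adjusted p = 6.4e-14, and adjusted p = 0.27 with an estimated correlation), and it was 0.56 within the low-score and 0.66 within the high-score arrays. The ribosomal proteins themselves did not pass the test in any of 66 cases (median -0.01, mean 0, adjusted p = 0.84).

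Part of the genes of the unfolded protein and amino acid stress response fell at 6 h. Of 29 measured genes 7 fell, 0 rose and 22 did not pass the test, and 11 were lower adjusted over the list alone. CHAC1 and CTH were among them, with HERPUD1, which works in the disposal of misfolded proteins (-1.17 ± 0.21, adjusted p = 0.020), and ATF4, the transcription factor at the centre of this response (-1.12, adjusted p = 0.0077), which was named after its values were seen. The list median was -0.41 (adjusted p = 7.8e-07, and adjusted p = 0.35 with an estimated correlation), and it was -0.50 within the low-score and -0.32 within the high-score arrays.

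Genes downstream of ERK, the kinase pathway that MET activates, went both ways at 6 h. Of 25 measured members 4 rose, 1 fell and 20 did not pass the test, and 7 were higher and 1 lower adjusted over the list alone. CCND1 and the secreted neuropeptide precursor VGF (0.90 ± 0.16, adjusted p = 0.020) rose, while the ETS transcription factor ETV5 fell by 0.96 (adjusted p = 0.025). VGF was detected on only 1 of the 2 untreated arrays, so the size of its rise is uncertain. The list median was 0.16 (adjusted p = 0.0050, and adjusted p = 0.35 with an estimated correlation), with 0.13 and 0.27 within the low-score and high-score arrays, and the call ended with signals floored at 179 (0, adjusted p = 0.095).

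Among 23 melanocyte lineage genes MITF, the master regulator of the lineage, fell by 1.06 (adjusted p = 0.036) and 22 did not pass the test, while 1 was higher and 3 were lower adjusted over the list alone. The 2 other kept probes of MITF differed by 0.10 and 0.08. The list median was -0.33 (adjusted p = 0.0050, and adjusted p = 0.35 with an estimated correlation), with -0.33 and -0.21 within the low-score and high-score arrays. Its call ended without untreated replicate 1 (-0.21, adjusted p = 0.071). All 4 measured genes of the fibroblast and stromal list were below 0 and 0 were called, among them ACTA2, smooth muscle actin (-0.74, adjusted p = 0.073), named after its values were seen. The list was shifted downward (median -0.53, adjusted p = 0.0076, and adjusted p = 0.27 with an estimated correlation), and not with signals floored at 179 (-0.16, adjusted p = 0.22) or with no filter (0.02, adjusted p = 0.79).

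The remaining lists were not shifted at 6 h, though members of several were called. Among 19 NF-kB targets CXCL8, the NF-kB inhibitor NFKBIA (0.83 ± 0.17, adjusted p = 0.030) and the transcription factor IRF1 (0.76 ± 0.18, adjusted p = 0.046) rose (median 0.08, adjusted p = 0.14). Of 35 immediate early genes the transcription factor MAFF (-1.08, adjusted p = 0.030) and the antiproliferative gene BTG1 (-0.82, adjusted p = 0.032) fell, and 33 did not pass the test (median 0.15, adjusted p = 0.84). Of 32 motility and matrix genes SNAI2, a driver of epithelial-mesenchymal transition, fell by 0.97 (adjusted p = 0.033), the calpain CAPN2 rose by 0.66 (adjusted p = 0.048) and 30 did not pass the test (median 0, adjusted p = 0.14). SESN2 (adjusted p = 0.040) and TP53INP1 (-1.10, adjusted p = 0.026) fell and the exonuclease AEN rose (0.74, adjusted p = 0.044) among 20 p53 targets (median -0.17, adjusted p = 0.35). AEN was detected on neither untreated array and was at least 1.43-fold higher. ISG20 (1.01, adjusted p = 0.030) and IRF1 rose among 28 interferon response genes (median -0.10, adjusted p = 0.48). TNFRSF12A rose among 34 apoptosis regulators (median 0.10, adjusted p = 0.14) and HMGCS1, an enzyme of cholesterol synthesis, among 26 genes of that pathway (0.78, adjusted p = 0.030, with a list median of 0.02 and adjusted p = 0.25). ID4 fell by 0.72 among 17 TGF-beta and BMP targets (median -0.07, adjusted p = 0.14) and MXI1, a MYC antagonist, fell by 0.70 among 26 hypoxia and glycolysis genes (median 0.05, adjusted p = 0.84).

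In 7 further lists 0 members were called at 6 h. Their medians were 0.01 for 37 G1/S genes (adjusted p = 0.77), 0.03 for 40 G2/M genes (adjusted p = 0.63), 0.01 for 15 hemidesmosome genes, whose mean was -0.02 (adjusted p = 0.88), and 0.14 for 13 epithelial markers (adjusted p = 0.25). The medians of 6 immune cell markers, 45 oxidative phosphorylation genes and 23 heat shock genes were 0.18 (adjusted p = 0.25), -0.02 (adjusted p = 0.86) and 0.11 (adjusted p = 0.14).

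**Figure D2:**
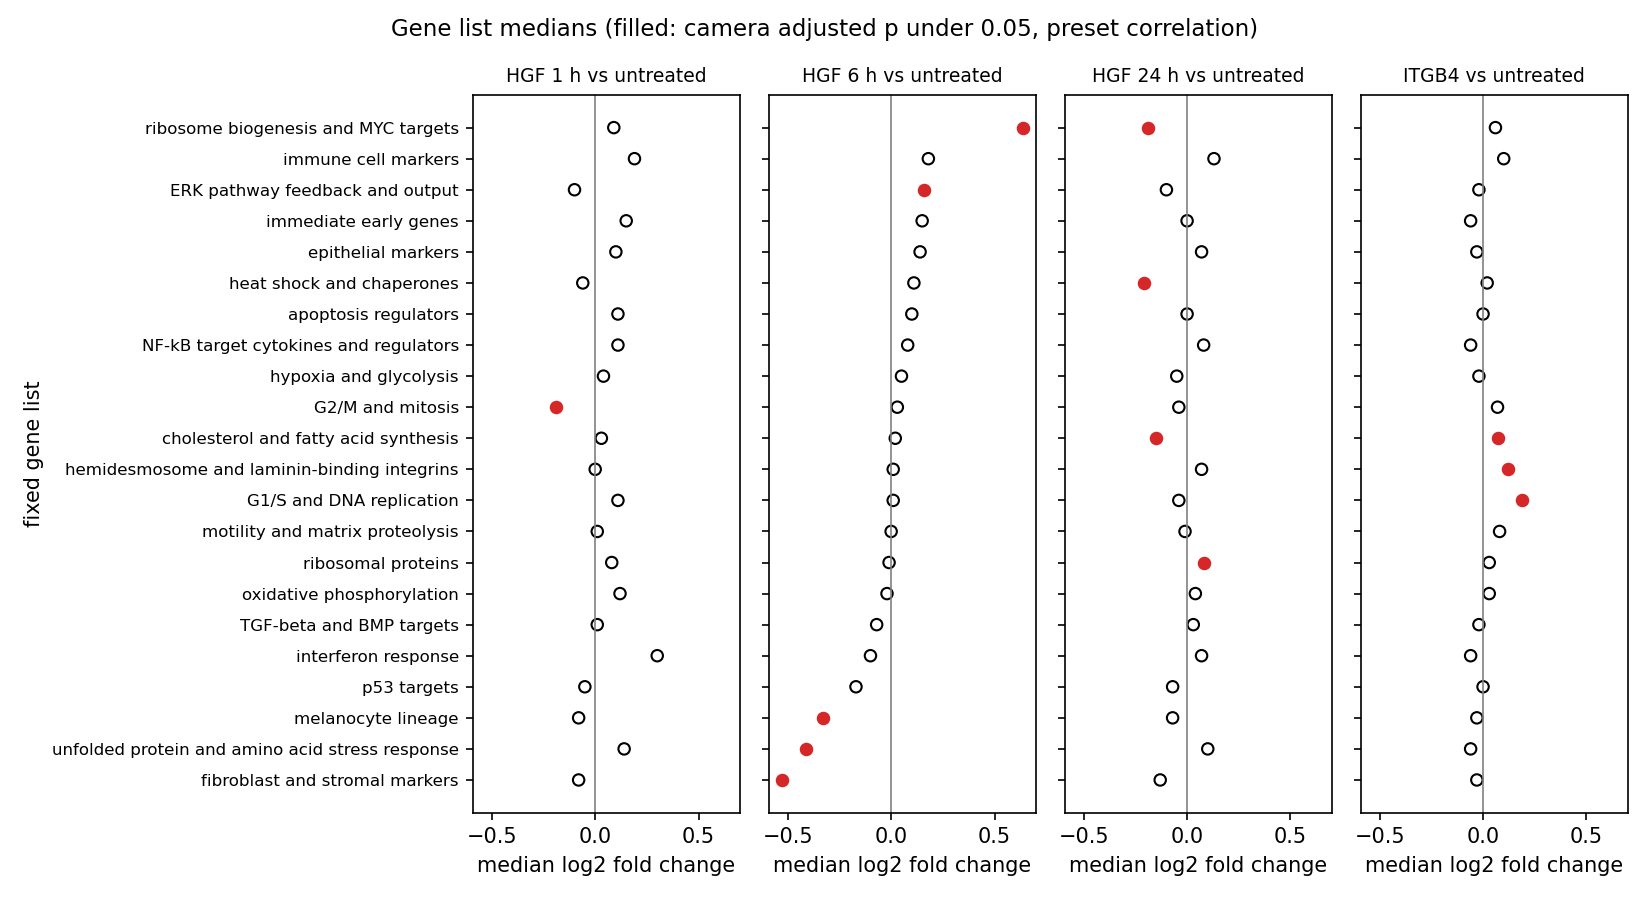
Median log2 fold change of each of the 22 gene lists (rows of the plot) in the 4 comparisons with untreated cells (panels), with filled red points for lists with an adjusted p under 0.05 by camera with the preset correlation. At 6 h the ribosome biogenesis list lies at 0.64 and the stress response list at -0.41.

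In all, limma called 267 probes at 6 h, 136 higher and 131 lower, from 240 genes, and 2236 had an unadjusted p under 0.05. Over all probes, 69.6% had the same sign within the low-score and within the high-score arrays (r = 0.68), and 1066 were called with the array background as a block. Mulcom called 948 probes, which included all 267, and the ordinary pooled-variance test called 0. Leaving out an untreated or HGF 6 h array sets a lone array of 1 background group against arrays of both, which by itself can lower the count of called probes. The count changed as arrays were left out. It was 28 without untreated replicate 1, 1 (ATF5) without untreated replicate 2, 5 without HGF 6 h replicate 1, 0 without HGF 6 h replicate 2, 176 and 174 without ITGB4 replicate 1 and 2, 174 without either HGF 1 h array, and 509 and 469 without HGF 24 h replicate 1 and 2. The share of higher probes among those called was 50.9%, against 35.3% with normexp, 81.1% with signals floored at 179, 64.3% without untreated replicate 1, 100% of 5 without HGF 6 h replicate 1 and 68.6% in the series value table, whose median over all probes was 0.16.

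After 1 h of HGF the genes of mitosis were shifted downward as a group. Of 40 measured genes of the G2/M and mitosis list limma called 0 over all probes and 12 were lower adjusted over the list alone. Genes said here to be higher or lower over their list alone were chosen after their values were seen. In this list they included the kinetochore motor CENPE (-1.32 ± 0.27, adjusted p = 0.19), the kinetochore protein CENPF (-1.30 ± 0.28, adjusted p = 0.19), the spindle checkpoint kinase TTK (-1.29 ± 0.26, adjusted p = 0.19) and the mitotic kinase CDK1 (-0.91 ± 0.25, adjusted p = 0.20). The list was shifted downward (median -0.19, mean -0.33, adjusted p = 2.5e-05, and adjusted p = 0.91 with an estimated correlation). The median was -0.17 within the low-score and -0.24 within the high-score arrays, and the adjusted p was 2.1e-05 with the array background as a block. The call ended without untreated replicate 2 (median 0.01, adjusted p = 0.43) and without HGF 1 h replicate 1 (median 0.01, adjusted p = 0.15), which sets arrays of different background against each other. With the block it was kept without either of them (-0.11, adjusted p = 0.014, and -0.15, adjusted p = 6.4e-07).

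Of 19 NF-kB targets 6 were higher at 1 h adjusted over the list alone, among them NFKBIA (0.73 ± 0.17), RELB, an NF-kB subunit (0.71 ± 0.17), and the inhibitor NFKBIE (0.61 ± 0.16), each with an adjusted p = 0.19 over all probes. The list was not shifted (median 0.11, adjusted p = 0.089), nor were 28 interferon response genes (median 0.30, adjusted p = 0.089) and 35 immediate early genes (median 0.15, adjusted p = 0.13). EGR1, the early growth response factor, differed by 0.74 (adjusted p = 0.52) and FOS by -0.18 (adjusted p = 0.77), both named after their values were seen. Adjusted over the list alone, 1 immediate early gene, CSRNP1, was higher (0.70), as were DDIT3 of the stress response (0.86) and FDPS of cholesterol synthesis (0.60), while the lipid elongase ELOVL6 (-0.72), the splicing regulator ESRP1 (-0.65) and the matrix protein LUM (-0.88) were lower. The other 18 lists had adjusted p from 0.20 to 0.96. MET differed by -0.11 ± 0.19 (adjusted p = 0.88) and ITGB4 by -0.01 (adjusted p = 0.99).

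The test by limma called 0 probes at 1 h, with a lowest adjusted p of 0.189, while 1897 had an unadjusted p under 0.05. The array background as a block gave 0 as well, but with a lowest adjusted p of 0.0584, close to the cut-off, and 2905 with an unadjusted p under 0.05. The count depended on the setting. Over all probes 64.9% had the same sign in both background groups (r = 0.53). Mulcom called 59 probes, 3 higher and 56 lower, and the ordinary test 0. With the replicate number as a block, a pairing that the files do not establish, limma called 427, 70 higher and 357 lower. On the untreated and HGF arrays this block makes the same split as the array background. The 2 blocks differ only in the place of ITGB4 replicate 1, so their counts are not separate evidence. Within the 4 arrays of the comparison alone limma called 252, and without HGF 24 h replicate 1 it called 36. In the main fit the overlap of called probes between 1 h and 6 h was therefore 0, which also depended on the setting. It was 6 by Mulcom, 6 within the 4 arrays of each comparison and 58 with the replicate number as a block. Of these 58, 14 were higher, 42 lower and 2 opposite, and part of them may come from sharing the untreated arrays.

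After 24 h of HGF limma called 0 probes and Mulcom 1. The heat shock and chaperone list was shifted downward, with 18 of 23 genes below 0, 0 called and 3 lower adjusted over the list alone. These were the HSP70 genes HSPA1B (-1.51 ± 0.39) and HSPA1A (-1.08 ± 0.32) and the co-chaperone HSPH1 (-1.21 ± 0.26), each with an adjusted p = 0.86 over all probes. The list median was -0.21 (adjusted p = 7e-04, and adjusted p = 0.68 with an estimated correlation), with -0.27 and -0.22 within the low-score and high-score arrays. The ribosome biogenesis list, which was higher at 6 h, was shifted downward at 24 h with 25 of 33 genes below 0, and 1, the transferrin receptor TFRC (-0.69 ± 0.17, adjusted p = 0.86), was lower adjusted over the list alone. Its median was -0.19 (adjusted p = 0.0012, and adjusted p = 0.68 with an estimated correlation), with -0.23 and -0.11 within the background groups. Both shifts ended without HGF 24 h replicate 1, with medians of -0.33 for heat shock and -0.01 for ribosome biogenesis.

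The cholesterol and fatty acid synthesis list was shifted downward at 24 h with 18 of 26 genes below 0 and 0 called (median -0.15, adjusted p = 0.024, and adjusted p = 0.68 with an estimated correlation). Ribosomal proteins were shifted upward with 47 of 66 genes above 0 and 0 called (median 0.08, adjusted p = 0.038, and adjusted p = 0.77 with an estimated correlation). With the array background as a block these adjusted p were 0.029 and 0.052. The cholesterol call ended with normexp (median -0.17), without untreated replicate 1 (-0.16) and without HGF 24 h replicate 1 (-0.19) or 2 (-0.10). The ribosomal protein call ended with normexp and within the 4 arrays alone (median 0.08 in both), and without untreated replicate 2 (0.07), ITGB4 replicate 1 (0.08), HGF 6 h replicate 1 (0.08) or HGF 24 h replicate 1 (0.05). TNFAIP3, an inhibitor of NF-kB (-0.74), and LUM (-0.71) were lower adjusted over their lists alone, each with an adjusted p = 0.86 over all probes. The other 18 lists had adjusted p from 0.12 to 0.98, and MET (0 ± 0.19) and ITGB4 (-0.01) had an adjusted p = 1. The test by limma called 0 probes at 24 h, 800 had an unadjusted p under 0.05, the ordinary test and the array background as a block called 0, and Mulcom called 1, HPRT1, a purine salvage enzyme (-0.43), named after its values were seen. Over all probes 62.7% had the same sign in both background groups (r = 0.43).

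The contrasts between HGF times asked which transcripts differed along the course. From 1 h to 6 h CXCL8 (1.96 ± 0.26), MAT2A (1.81 ± 0.28), the hyaluronan-degrading protein CEMIP (1.73 ± 0.28) and SFPQ (1.68 ± 0.29) rose the most, and SESN2 (-2.25 ± 0.30), CHAC1 (-2.18 ± 0.28), YPEL3 (-1.73 ± 0.18) and RIPOR2 (-1.57 ± 0.21) fell the most, each with an adjusted p between 0.0021 and 0.010. The HGF 6 h level of RIPOR2 (6.38) lay near the detection limit, with detection on 1 of 2 arrays, so the size of its fall is uncertain. Of 33 ribosome biogenesis genes 8 rose (list median 0.46, adjusted p = 4.5e-10), of 40 G2/M genes 4 rose (0.39, adjusted p = 8.3e-06), and of 29 stress response genes 9 fell (-0.61, adjusted p = 1.5e-06). Of 25 ERK genes 3 rose and 1 fell (0.32, adjusted p = 0.0027), of 28 interferon genes 2 fell (-0.29, adjusted p = 0.016) and of 23 heat shock genes 2 rose (0.21, adjusted p = 0.030). With an estimated correlation these had an adjusted p of 0.37, 0.57, 0.45, 0.45, 0.37 and 0.49. Within the low-score and high-score arrays the medians were 0.33 and 0.59 for ribosome biogenesis, 0.47 and 0.25 for G2/M, -0.59 and -0.58 for the stress response, 0.21 and 0.37 for ERK, -0.35 and -0.24 for interferon and 0.23 and 0.14 for heat shock, and the calls were kept with the block, the highest adjusted p being 0.034. The call ended for G2/M without HGF 1 h replicate 1 (0.12, adjusted p = 0.071), for ERK without HGF 1 h replicate 2 (0.25), for interferon without HGF 6 h replicate 2 (-0.27, adjusted p = 0.092) and for heat shock without HGF 1 h replicate 1 (0.16, adjusted p = 0.12) or HGF 6 h replicate 2 (0.16, adjusted p = 0.068), with median centring (0.11, adjusted p = 0.14) and with normexp (0.22). In all 654 probes were called, 314 higher and 340 lower, and 1690 with the array background as a block, and 67.3% of all probes had the same sign in both background groups (r = 0.68). The count was 0 without HGF 1 h replicate 1, 47 and 75 without HGF 6 h replicate 1 and 2, and 1062 and 1015 without HGF 24 h replicate 1 and 2, and the ordinary test gave 0. The share of higher probes was 48%, against 33.7% with normexp, 71.8% with signals floored at 179, 34% without HGF 6 h replicate 1 and 62.7% in the series value table, whose median over all probes was 0.13.

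From 6 h to 24 h the direction turned for several of these genes. Both contrasts use the same 2 HGF 6 h arrays with opposite sign. A deviation of these arrays alone would give part of such a turn, and how large a part was not tested. AARS1, the alanyl-tRNA synthetase (1.99 ± 0.24), YPEL3 (1.80 ± 0.18), the circadian transcription factor DBP (1.68 ± 0.32) and SESN2 (1.67 ± 0.30) rose the most, and MAT2A (-2.54 ± 0.28), SFPQ (-2.42 ± 0.29), CXCL8 (-2.22 ± 0.26) and TM4SF19 (-2.10 ± 0.23) fell the most, with an adjusted p of at most 0.0073. The HGF 24 h level of CXCL8 (6.59) lay near the detection limit, with detection on 1 of 2 arrays, so the size of its fall is uncertain. Of 33 ribosome biogenesis genes 19 fell (median -0.79, adjusted p = 7.2e-16), among them NOP56 (-1.56) and NOP16 (-1.57), and of 29 stress response genes 13 rose and 1 fell (0.57, adjusted p = 3.8e-06), with ATF4 at 1.5, these 3 genes being chosen after their values were seen. Of 25 ERK genes 6 fell and 1 rose (-0.24, adjusted p = 0.00041), of 23 heat shock genes 5 fell (-0.35, adjusted p = 6e-04) and of 26 cholesterol genes 5 fell (-0.18, adjusted p = 0.023). With an estimated correlation the adjusted p was 0.32 for ribosome biogenesis and 0.42 for the other 4. Within the low-score and high-score arrays the medians were -0.82 and -0.62 for ribosome biogenesis, 0.57 and 0.46 for the stress response, -0.29 and -0.37 for ERK, -0.41 and -0.34 for heat shock and -0.20 and -0.16 for cholesterol, and the calls were kept with the block, the highest adjusted p being 0.040. The cholesterol call ended without HGF 24 h replicate 2 (-0.14, adjusted p = 0.098). In all 1165 probes were called, 594 higher and 571 lower, and 2163 with the array background as a block, and 69% of all probes had the same sign in both background groups (r = 0.74). The count was 446 without HGF 6 h replicate 1, 308 without HGF 6 h replicate 2 and 107 by the ordinary test. The share of higher probes was 51%, against 33.1% with signals floored at 179 and 39.4% in the series value table.

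**Figure D3:**
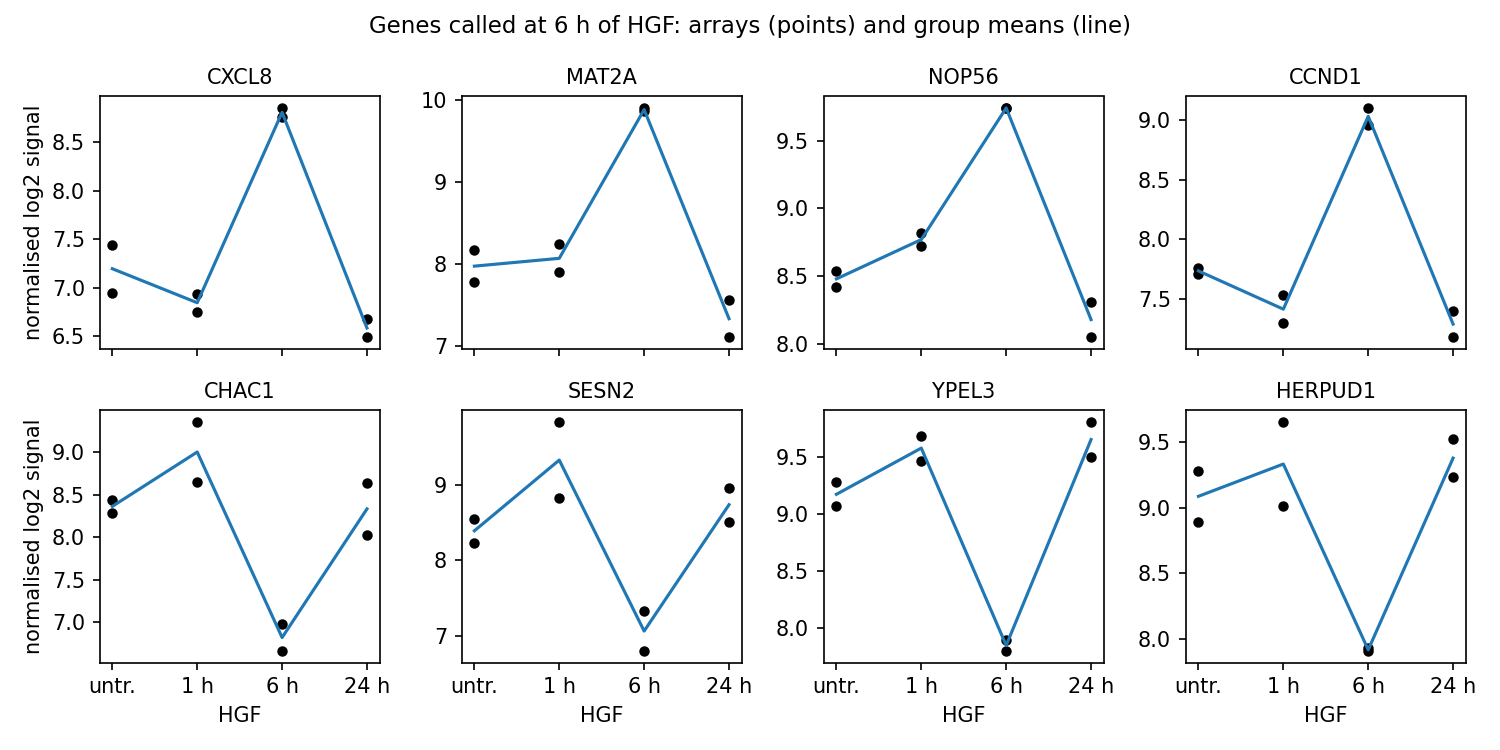
Normalised log2 signal of 8 genes called at 6 h (panels, each with its own vertical axis), with HGF time along the horizontal axis, points for the 2 arrays of a group and a line through the group means. CXCL8, MAT2A, NOP56 and CCND1 are highest at 6 h, and CHAC1, SESN2, YPEL3 and HERPUD1 lowest.

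Between 1 h and 24 h limma called 0 probes, 888 had an unadjusted p under 0.05, and the array background as a block and the ordinary test called 0, while within the 4 arrays alone 21 were called, so this count too depended on the setting. G2/M genes were shifted upward (0.25, adjusted p = 1.3e-07) and ribosome biogenesis (-0.23, adjusted p = 1e-05), immediate early (-0.09, adjusted p = 0.0076), cholesterol (-0.13, adjusted p = 0.017) and NF-kB genes (-0.21, adjusted p = 0.028) downward, each with 0 called. With an estimated correlation the adjusted p was 0.64, 0.48, 0.34, 0.60 and 0.48. Within the low-score and high-score arrays the medians were 0.30 and 0.06 for G2/M, -0.37 and -0.08 for ribosome biogenesis, -0.04 and -0.13 for immediate early, -0.21 and -0.11 for cholesterol and -0.18 and -0.19 for NF-kB genes, and the calls were kept with the block, the highest adjusted p being 0.031. Over all probes 44.2% had the same sign in both background groups (r = -0.05), so the 2 groups did not agree. Without HGF 1 h replicate 1 the calls of G2/M (0.03, adjusted p = 0.40), immediate early (-0.10), cholesterol (-0.12, adjusted p = 0.26) and NF-kB genes (-0.12, adjusted p = 0.11) ended, and without HGF 24 h replicate 2 those of immediate early (adjusted p = 0.31), cholesterol (adjusted p = 0.49) and NF-kB genes (adjusted p = 0.41). The last were also not called with no filter (-0.03, adjusted p = 0.20) or with signals floored at 179 (0, adjusted p = 0.051), nor were the immediate early genes with that floor (0, adjusted p = 0.060).

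Across probes, the differences from untreated cells correlated at 0.31 between 1 h and 6 h, 0.03 between 6 h and 24 h and 0.66 between 1 h and 24 h, where unchanged groups set against the same untreated arrays gave 0.50. The covariances were 0.0267, 0.00206 and 0.0411, against 0.0220, 0.0219 and 0.0220 in the simulations, and probes are not independent replicates. The simulated values hardly differed between the pairs of times. Deviations of arrays with the same replicate number, however, correlated at -0.06 to 0.66 between groups. What unchanged groups with such shared deviations would give was not tested.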

Values the study reported

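The paper reports, for the same RNA on Affymetrix arrays, 10137 detected probe sets (8105 genes), of which Mulcom found 1556 (1249 genes) significant at a false discovery rate below 5%, SAM 1235 (1006 genes) at one below 1%, and limma 1262 (956 genes) at a p below 0.05, with 871 shared. By comparison, Mulcom, limma and SAM gave 867, 672 and 723 significant genes after HGF for 1 h, 681, 518 and 561 for 6 h, 4, 0 and 82 for 24 h, and 26, 6 and 75 for ITGB4. Of these, 150, 0 and 48, then 317, 237 and 100, then 1, 0 and 1, and lastly 1, 1 and 0 were also found on the Illumina arrays, in total 487, 246 and 151. These are genes significant on both platforms, another measure than the probe counts given here.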

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

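The contrasts between HGF times were planned, and each value below passed its test. Between 1 h and 6 h 654 probes differed, and between 6 h and 24 h 1165. These counts depended on the setting and on which arrays were included. Both contrasts use the same 2 HGF 6 h arrays with opposite sign, so opposite directions in them are not independent results. The ordinary test gave 0 and 107, and the array background as a block gave 1690 and 2163. From 1 h to 6 h CXCL8 (1.96), MAT2A (1.81), CEMIP (1.73) and SFPQ (1.68) rose and SESN2 (-2.25), CHAC1 (-2.18), YPEL3 (-1.73) and RIPOR2 (-1.57) fell, in log2 units. RIPOR2 was detected on only 1 of the 2 HGF 6 h arrays, so the size of its fall is uncertain. From 6 h to 24 h AARS1 (1.99), YPEL3 (1.8), DBP (1.68) and SESN2 (1.67) rose and MAT2A (-2.54), SFPQ (-2.42), CXCL8 (-2.22) and TM4SF19 (-2.1) fell. CXCL8 was detected on only 1 of the 2 HGF 24 h arrays, so the size of its fall is uncertain too.

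Gene lists moved between the times with the preset correlation of 0.01, and none with an estimated correlation. From 1 h to 6 h the list medians were 0.32 for ERK output, 0.39 for G2/M, -0.61 for the stress response, -0.29 for interferon response, 0.21 for heat shock and 0.46 for ribosome biogenesis. From 6 h to 24 h they were -0.24 for ERK output, -0.18 for cholesterol synthesis, 0.57 for the stress response, -0.35 for heat shock and -0.79 for ribosome biogenesis. From 1 h to 24 h they were -0.09 for immediate early genes, 0.25 for G2/M, -0.21 for NF-kB targets, -0.13 for cholesterol synthesis and -0.23 for ribosome biogenesis.

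Of the tests in this paragraph, the regression on replicate differences was written down before it was run and the others were chosen after the result was seen. The lower G2/M list at 1 h kept 162% of its median once the replicate differences of the HGF 24 h and ITGB4 groups were regressed out, had a median of -0.24 within the high-score arrays, and lay at percentile 0.03 of 10000 random lists matched on signal, so array quality of that kind, array background and a signal trend were not its source. Over all genes, though, the 1 h changes correlated at 0.63 and 0.43 with these replicate differences (r squared 0.423). The list was higher by a median of 0.42 on untreated replicate 2 than on replicate 1, and without replicate 2 the 1 h median was 0.01, in a comparison that mixes the background groups. With the array background as a block it was -0.11 without untreated replicate 2 (adjusted p = 0.014) and -0.30 without replicate 1 (adjusted p = 2.2e-08), each resting on 1 untreated array. A difference between the untreated arrays stays open, since within the high-score arrays the list was under untreated replicate 2 in the HGF 6 h (-0.06), HGF 24 h (-0.13) and ITGB4 (-0.18) groups as well. Within the low-score arrays it was above untreated replicate 1 at 6 h (0.12) and 24 h (0.15) and under it at 1 h (-0.17). A trend with gene length, seen in an early look at the 1 h changes, was not tested and stays open, and with an estimated correlation the list was not called (adjusted p = 0.91).

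Of the next tests, both regressions at 6 h were written down before they were run and the question of culture time came after the result was seen. At 6 h the stress response list kept 100% of its median after the same regression, so a quality difference of that kind did not account for it. The ribosome biogenesis list kept 64.3%, with its median going from 0.64 to 0.41. Such a difference could therefore hold part of this shift but not all of it. The regression also rests on ITGB4 replicate 2, of which the files hold 2 versions. Hours in culture or a change of medium could likewise move these genes, and the labels give untreated cells no time. The ribosome biogenesis list had turned to -0.19 at 24 h, which does not settle it, since a medium effect could pass by then. After the same regression the 24 h median of this list was -0.11 (55% kept). It lay at percentile 0 of the matched random lists within the low-score arrays and at percentile 7 within the high-score arrays. Over all genes the 24 h changes correlated at 0.46 and 0.61 with the HGF 24 h and ITGB4 replicate differences (r squared 0.409). The 6 h changes correlated with them at 0.22 and -0.16 (r squared 0.134).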

How the results depend on the processing

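The array slide could not be used as a block, since the files give no slides. Quantile normalisation was the method already in use and a floor at 44.8 changed no count. The block for the array background was chosen after the data were seen, and all other alternatives were planned. On the untreated and HGF arrays it makes the same split as the replicate number. These 2 blocks differ only in the place of ITGB4 replicate 1, so their counts are not separate evidence. Counts of called probes moved as follows. At 1 h the 0 became 1 with signals floored at 179 (HDAC6, 0.11), 427 with the replicate number as a block, 252 within the 4 arrays alone and 59 by Mulcom. At 6 h the 267 became 51 with normexp, 95 with the floor at 179, 407 for probes detected on both arrays of a group, 1089 with the replicate block, 145 within the 4 arrays, 948 by Mulcom, 0 by the ordinary test, 468 in the series value table and 1066 with the background block. At 24 h the 0 became 1 by Mulcom. Between 1 h and 6 h the 654 became 202, 78, 1871, 0 and 1690 with normexp, the floor at 179, the replicate block, the ordinary test and the background block. Between 6 h and 24 h the 1165 became 696, 317, 2245, 599, 107 and 2163 with normexp, the floor at 179, the replicate block, the 4 arrays, the ordinary test and the background block. Between 1 h and 24 h the 0 became 1 with the floor at 179 (HDAC6, -0.11), 4 with the replicate block (EGR1, -2.05, AARS1, 1.05, ACAN, -0.95, and PRRG2, -1.07) and 21 within the 4 arrays. The overlap of 1 h and 6 h moved from 0 to 58 with the replicate block (14 higher, 42 lower, 2 opposite, against 2.6 and 14.6 for independent lists, and at most 0 in 100 simulations of unchanged groups, which hold no effects and so say little here; the 2 untreated arrays cannot be split, and part of the excess may come from sharing them), 6 within the 4 arrays and 6 by Mulcom. The files do not establish that arrays with the same replicate number belong together, since the correlation of their deviations between 2 groups ran from -0.06 to 0.66 and was over 0.1 in 8 of 10 pairs of groups. The log2 difference of ITGB4 was 5.03 to 8.22 over all alternatives, against 6.56. To judge replicate arrays alike the lowest correlation was taken, and its 0.976 became 0.968 with normexp and in the series value table and 0.982 with no filter. The 13 list shifts in the 4 contrasts with untreated cells became 0 with an estimated correlation, 21 with median centring and 24 in the series value table. The cause of these differences was not tested.

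Leaving out 1 array in turn gave 0 to 36 called probes at 1 h, 0 to 509 at 6 h, 0 to 0 at 24 h, 1 to 2 for ITGB4, 0 to 1062 between 1 h and 6 h, 308 to 1065 between 6 h and 24 h, 0 to 0 between 1 h and 24 h and 0 to 9 for the overlap. It gave 6.34 to 6.80 for ITGB4, 0.975 to 0.985 for the correlation that judged replicate arrays alike and 9 to 19 list shifts in those 4 contrasts. Where 1 array was left in a group, the lone sample was assumed to vary like the others. Of 740 checks of 54 named gene values under the alternatives other than the method in use 590 kept their call, 150 lost it and 0 reversed, with 53 lost by the ordinary test, 42 with the floor at 179 and 27 with normexp, and of 540 with an array left out 367 kept it, 173 lost it and 0 reversed. For 29 list shifts in all 7 contrasts 361 of 406 kept their call, 45 lost it and 0 reversed, and 262 of 290 with an array left out kept it and 28 lost it.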

Other observations

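The families below were chosen after their values were seen. Some splicing factors fell from 6 h to 24 h. Of 10 measured SR proteins, which select splice sites, 4 fell and 1 rose (median -0.64), with SRSF2 at -1.84, SRSF3 at -1.34 and SRSF4 at 0.63, and of 18 hnRNP proteins, which package nascent RNA, 6 fell (median -0.40), with HNRNPU at -1.22 and HNRNPAB at -1.11. With normexp 3 SR proteins fell and 0 rose (median -0.74), and 3 hnRNP proteins fell (median -0.51). In the value table of the series 5 SR proteins fell and 1 rose (median -0.84), and 7 hnRNP proteins fell (median -0.62). At 6 h 1 SR protein (SRSF2, 0.93, adjusted p = 0.032) and 0 hnRNP proteins were called, with medians of 0.39 and 0.18. Of 17 cytosolic aminoacyl-tRNA synthetases, which charge tRNA, 4 rose from 6 h to 24 h (median 0.43), AARS1 (1.99), CARS1 (1.02), YARS1 (0.86) and SARS1 (0.83). From the value table of the series, 4 rose and 2 fell (median 0.34).

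Metallothioneins, which bind zinc and copper, rose at 6 h in 3 of 5 measured genes, MT1X (1.39), MT2A (1.35) and MT1H (0.91), and the same 3 fell by 24 h (-1.26, -1.29 and -0.70). Of 4 measured genes of the YPEL family, zinc-binding proteins linked to growth arrest, YPEL5 (-1.40), YPEL3 (-1.33) and YPEL4 (-1.14) fell at 6 h and rose by 24 h (1.51, 1.80 and 1.57). The changes up to 6 h and from 6 h to 24 h use the same HGF 6 h arrays with opposite sign, so they are not independent. With normexp 2 metallothioneins and 1 YPEL gene were called at 6 h, with family medians of 1.27 and -1.56.

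All tests in this paragraph were chosen after the result was seen. The 2 control probes for neo, the neomycin resistance gene, read 2146.7 to 2822.4 and 4253.1 to 5072.2 on the ITGB4 arrays, against 8580.5 to 12184 and 12085 to 18155.1 on the other 8, a mean log2 difference of -1.91 (exact permutation p = 0.0222, n = 2 and 8 arrays, the smallest that 45 splits can give, which adds no evidence because the split was chosen after the 2 arrays were seen apart). The 88 gene probes in the same range of signal on the untreated arrays differed by a median of -0.01 between ITGB4 and untreated arrays, with the lowest at -0.39, so dimmer arrays were not its source. The neo probes differed by -1.81 between ITGB4 and untreated arrays, which a transcript added equally to every sample would not give. This value is the difference that raised the question, so it is no separate test. A different selection construct or copy number could account for it, and cannot be told from the ITGB4 group itself, since no HGF group differed from untreated by more than 0.23.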
